A study of Homo sapiens with 4 samples. Its data were reported in "GRHL3 binding and enhancers rearrange as epidermal keratinocytes transition between functional states" (2017).

How the data were processed

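Total RNA was taken from normal human epidermal keratinocytes (NHEK), primary skin cells grown in the proliferating state, 72 hours after transfection with 30 nM siRNA. Of the 4 arrays, 2 came from cells given a scramble control siRNA and 2 from cells given a pool of siRNAs against REST (siREST). The arrays were Affymetrix Human Gene ST arrays, in which each probe set reads several exons of a transcript. The study calls its arrays biological replicates. Nothing in the labels says whether the wells came from separate cultures or donors, so p-values measure the spread between these arrays, which may be partly technical.

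The deposited values were intensity values of each probe set on a linear scale, which the authors computed with PLIER 2.0 in Affymetrix Expression Console 1.1.1 according to the submitters' processing notes. PLIER estimates 1 value per probe set from the brightness of its probes. Background and between-array settings were not given in the sources used here. All 33297 values of each array were above 0, and the arrays had close but not identical quantiles. No detection call accompanies the values, so whether a dim probe set lay above background is unknown. Centring was not applied, the scale is linear, and the direction of each comparison is set by the labels.

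A platform annotation paired probe sets with genes. Of all probe sets, 19460 paired with 1 gene symbol, 1754 with several, and 7880 with none, besides the control probe sets named below. Symbols were checked through Entrez gene numbers against RefSeq genes of assembly GRCh38.p14. Of the probe sets with 1 symbol, 19429 matched and 0 kept probe sets changed symbol. No genome build is named for the arrays, so no coordinates are given. A further 4203 probe sets had identifiers below the lowest annotated one. They were taken to be the array's control probe sets from that range alone, and were left out. Whether they matter was tried as an alternative chosen after seeing the data.

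The test was limma 3.58.1 in R 4.3.3 on log2(value + 16) with no further normalization, siREST minus scramble control. Probe sets with a value of at least 200 in at least 2 of the 4 arrays were kept, since the study treated lower values as not expressed. This left 13170 probe sets, of which 10341 paired with 1 gene, 961 with several and 1868 with none. The empirical Bayes prior had 7.73 degrees of freedom beside 2 residual ones. Benjamini-Hochberg adjustment covered the kept probe sets, and a probe set was called at an adjusted p under 0.05. A log2 difference on this scale understates the change of dim genes. An exact two-sided permutation test of 2 against 2 arrays cannot give a p below 0.333, so only limma's adjusted p is given for single genes. The number of arrays limits the precision.

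Gene lists were fixed before the data were examined, 20 in all, covering REST targets and REST corepressors, genes that the study or its cited references name, axon guidance, basal and differentiated keratinocytes, wounds, matrix, junctions, the cell cycle, interferon, inflammation, p53, ER stress, cholesterol synthesis, Notch, ribosomal proteins, and markers of melanocytes, fibroblasts and Merkel cells. Members were matched through current symbols. The 18 lists with at least 5 kept members were tested with limma's camera at a preset correlation between genes of 0.01, which asks whether a list moved relative to the other genes. Each gene had 1 probe set, the one with the highest mean, giving 9861 genes. Camera with a correlation estimated per list, and fry, which asks whether a list's genes moved one way on balance, stand beside it. The estimated correlation rests on 2 residual degrees of freedom, so a call lost with it does not show that correlation between genes made the call. Basal keratinocyte genes had an estimated correlation of -0.0177, below the preset 0.01. Their unadjusted camera p still rose from 0.108 to 0.219.

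The rule for named genes was also fixed beforehand. It took REST, the 10 largest called increases and the 10 largest called decreases whose groups did not overlap, each measured gene of the list named by the study, and up to 4 genes with the smallest p in every other list. Only probe sets paired with 1 gene were named, and genes of the Y chromosome and XIST were left out.

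The steps were tested on simulated data built from the means and residual spread of the 13170 kept probe sets. In 5 simulated runs of siREST against scramble control with 200 changed probe sets each, 58.5% of log2 changes of 0.5 were recovered, 99.7% of changes of 1 and 100.0% of changes of 2, and 4.87% of calls were false. A list of 40 genes shifted by 0.5 was called in 5 of 5 runs, and 0 of 100 unshifted lists were called. In that simulation genes varied independently, unlike genes on real arrays.

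Alternatives changed the pseudocount, the filter on dim probe sets, the normalization, the variance prior, the threshold, the list test and its probe set rule, added the replicate number as a block, or left out 1 array at a time. Quantile normalization ran over all probe sets. A version restricted to kept probe sets was added after seeing the data. Figures were drawn with matplotlib 3.10.9.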

Results

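Gene expression was measured on 4 arrays of proliferating NHEK, 2 with scramble control siRNA and 2 with siREST, 72 hours after transfection. REST is a zinc finger repressor that keeps neuronal genes silent in cells outside the nervous system. The median PLIER value was 153 and 150 in the scramble control arrays and 153 and 156 in the siREST arrays, and between 14284 and 14651 of the 33297 probe sets reached 200. The log2 values of replicate arrays differed with an SD of 0.15 between the scramble control arrays and 0.16 between the siREST arrays, and between 0.32 and 0.33 across groups, over probe sets, which are not independent replicates. No pair of arrays shared identical values.

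REST itself fell in both siREST arrays. Its PLIER values were 590.0 and 596 (593 ± 4.53) with scramble control and 97.3 and 108 (103 ± 7.80) with siREST, a log2 difference of -2.36 (SE 0.0905, limma adjusted p = 1.84e-07). This was 5.13-fold lower on the log2(value + 16) scale, and both siREST values lay below the minimum of 200.

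The comparison asked which genes differ when REST is lowered in proliferating keratinocytes. The largest increases included genes best known from neurons and neuroendocrine cells. UNC13A, which primes synaptic vesicles, went from 12.4 ± 11.7 to 1195 ± 54.2 (SD, n = 2 per group), and the dopamine receptor gene DRD2 from 43.2 ± 12.0 to 1704 ± 276. The granule proteins SCG3, CHGB and CHGA rose by log2 differences of 4.46, 4.31 and 4.25. RUNDC3A (3.90), the nicotinic receptor subunit CHRNB2 (3.59), GOLGA7B (3.55) and NMNAT2 (3.49), an enzyme of NAD synthesis in axons, followed. CXCL14, a chemokine made by epithelia, rose from 390 ± 31.9 to 4765 ± 545 and was the only one of these 10 genes whose scramble control values lay above 200. Decreases were smaller. After REST they were led by the chromatin protein gene HMGB2 (886 ± 98.7 to 287 ± 6.93, log2 difference -1.57), THOC7 of the mRNA export machinery (-1.43), the arginase gene ARG2 (-1.40) and the cytokine gene IL1B (-1.36). KRT23 (-1.24), CRCT1 (-1.20), UPP1 (-1.17), CCNE1 (-1.17), which encodes cyclin E1, and RTCA (-1.11) came next. The limma adjusted p of these 20 genes ran from 4.60e-09 for SCG3 to 0.00417 for KRT23, whose scramble control values of 651 and 370 were far apart.

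**Figure D1:**
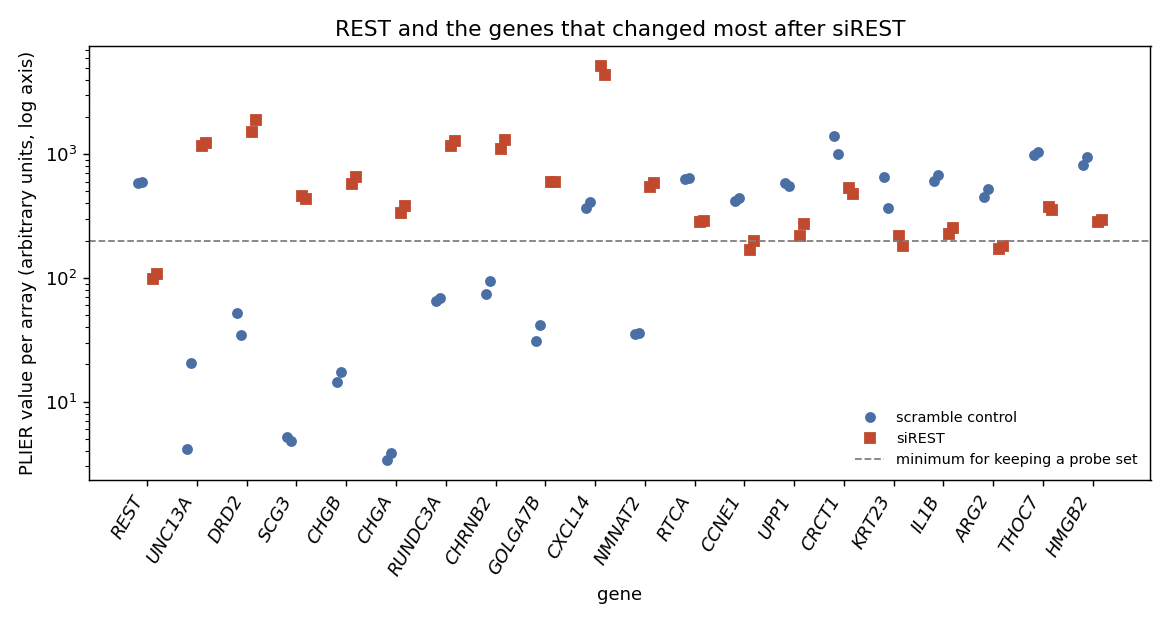
PLIER values (arbitrary units, log axis) of REST, the 10 genes with the largest increases and the 9 other genes with the largest decreases, 1 point per array, 2 arrays per group. The dashed line marks 200. The siREST values of CXCL14 (5150 and 4380) are the highest shown, and scramble control values of CHGA (3.36 and 3.87) the lowest.

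In all, 1904 of 13170 kept probe sets (14.5%) were called at a limma adjusted p under 0.05, 1284 higher and 620 lower in siREST, so that 67.4% of calls were higher (95% Wilson interval 65.3% to 69.5%, which treats probe sets as independent and covers counting error only). A log2 difference of at least 1 was reached by 111 of the higher and 16 of the lower calls. At an unadjusted p under 0.05 there were 2363 higher and 1480 lower probe sets, against 658.5 in total by chance. The groups did not overlap in 57.0% of kept probe sets, where chance gives 33.3%. Of the higher calls, 305 had a scramble control mean under 200, so their size depends on values the study treated as not expressed. The number of calls fell to 1105 without scramble control replicate 1, to 941 without scramble control replicate 2 and to 1198 without siREST replicate 2. It was 1132 with no filter on dim probe sets. There, the 13 named genes whose calls are given below as lost without an array also lost them. With no minimum log2 difference, the share of higher calls ran from 57.9% with array medians set equal to 76.2% without scramble control replicate 2. The share was larger among calls with a log2 difference of at least 1 (111 higher and 16 lower).

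Of the 18 lists tested, camera called 8 higher and 3 lower, against 0 with an estimated correlation and 6 with fry. REST target genes, a list of textbook targets of REST with many neuronal genes among them, rose as a group. Binding of REST to these genes was not measured here. Of 72 genes, 43 were kept, and 33 of these rose while 0 fell, with a list median log2 difference of 1.75. The count adjusted over the list alone was also 33. Many of the 43 met the minimum only through their siREST values. Over all 68 list genes on the array, with no filter, 34 were called higher and 0 lower and the median was 0.57. Besides the granule and synapse genes above they included SYP, a protein of synaptic vesicles (51.0 ± 11.1 to 276 ± 15.5). Camera called the list (adjusted p = 1.90e-35), with an adjusted p of 0.225 with an estimated correlation. Fry kept the call (adjusted p = 0.00749). Among REST corepressor genes 3 of 22 rose and 2 fell (4 and 2 adjusted over the list alone). PHF21A (log2 difference 0.53), RCOR3 (0.45) and CTBP1 (0.36) rose and KDM1A, a histone demethylase, fell (-0.40). That list was not called (adjusted p = 0.689), and its higher calls numbered 1 without scramble control replicate 1, without siREST replicate 2 or with no filter, and its lower calls 0 in these settings and without scramble control replicate 2. The calls of RCOR3, CTBP1 and KDM1A were each lost without 1 or more of the arrays, with adjusted p up to 0.0804, 0.106 and 0.0658, and with no filter on dim probe sets. RCOR3 was lost without scramble control replicate 1 or siREST replicate 2, CTBP1 without any of the 4 arrays, and KDM1A without any but siREST replicate 1.

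Interferon response genes rose in 21 of 32 kept members and fell in 0, with a median log2 difference of 0.49. They included XAF1 (154 ± 40.1 to 390 ± 45.4), TRIM22 (236 ± 5.36 to 560 ± 59.2), the immunoproteasome subunit PSMB9 (0.90) and UBE2L6 (0.84), the enzyme that conjugates ISG15. Adjusted over the list alone, 27 rose. Camera gave an adjusted p of 4.64e-13, and an adjusted p of 0.432 with an estimated correlation. The scramble control arrays themselves differed, with list medians of -0.11 and 0.11 around their mean, against 0.56 and 0.45 in the siREST arrays.

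Matrix and wound genes leaned higher as lists in camera, and both calls were lost with an estimated correlation. Fry kept the call of the matrix genes and lost that of the wound genes. Of 42 extracellular matrix genes 17 rose and 0 fell (18 and 1 adjusted over the list alone), led by the matricellular protein SPARC (1317 ± 139 to 2895 ± 6.27) and followed by the proteoglycan BGN (0.86), the glycoprotein TNC (0.82) and the collagen gene COL5A1 (0.77). With no filter 1 of the matrix genes was called lower. The adjusted p was 2.10e-05, with an adjusted p of 0.432 with an estimated correlation. Of 33 wound and migration genes 13 rose and 1 fell (15 and 3 adjusted over the list alone), with MMP2, a matrix protease, at 213 ± 29.6 and 454 ± 39.9, fibronectin FN1 (0.92) and the integrin ITGAV (0.68). The 13 became 7 without scramble control replicate 1, and the 1 lower call became 0 without scramble control replicate 2 and 2 without siREST replicate 2. That list had an adjusted p of 0.000161, and an adjusted p of 0.538 with an estimated correlation. Fibroblast markers moved the same way, with 5 of 6 kept genes higher and 0 lower (5 and 0 adjusted over the list alone; adjusted p = 0.000111, and an adjusted p of 0.432 with an estimated correlation). Over all 23 fibroblast markers on the array, with no filter, the median was 0.07 (0.48 for the 6 kept), and the 5 calls became 3 without either scramble control array. THY1, which met the minimum only in siREST, went from 57.4 ± 2.69 to 365 ± 4.05, while MFAP5 (0.63), ACTA2 (0.49) and COL1A1 (0.44) rose less. ACTA2 lost its call without scramble control replicate 2 (adjusted p = 0.0533) and COL1A1 without scramble control replicate 1 (0.0598).

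Axon guidance genes rose in 15 of 40 kept members and fell in 1 (16 and 1 adjusted over the list alone). The 15 became 8 without scramble control replicate 1, 7 without scramble control replicate 2, 9 without either siREST array and 6 with no filter, and the median was 0.20, or 0.09 over all 70 genes on the array. DPYSL3, a cytoskeletal protein of growth cones (0.97), the netrin receptor NEO1 (0.75) and SLIT3 (0.68) rose, and the ephrin receptor EPHA2 fell (-0.63). The adjusted p was 0.000943, with an adjusted p of 0.432 with an estimated correlation. Of 27 p53 target genes 9 rose and 1 fell (10 and 2 adjusted over the list alone), including SESN1 (1.12), TP53AIP1 (1.03), FAS (0.60) and CCNG1 (0.53). The 9 became 4 without scramble control replicate 2, 5 without siREST replicate 1 and 4 with no filter, and the 1 lower call was lost in these settings and without scramble control replicate 1. Its adjusted p was 0.0317, with an adjusted p of 0.538 with an estimated correlation, and the call was lost without scramble control replicate 2 (adjusted p = 0.203) and without siREST replicate 2 (0.0762), within a range of 0.00449 to 0.203 over the arrays left out. Merkel cell markers were called higher (adjusted p = 0.0296, and an adjusted p of 0.538 with an estimated correlation) on 3 of 7 kept genes, with 0 lower (3 and 1 adjusted over the list alone). CHGA and SYP of these are also in the REST target list. The others named, the simple epithelial keratins KRT8 (0.32, adjusted p = 0.0468) and KRT18 (-0.32, adjusted p = 0.0589), had opposite signs, and KRT8 lost its call without any 1 of the 4 arrays (adjusted p up to 0.214) and under other settings, among them a pseudocount of 1 (0.0541), a minimum of 100 (0.0683), quantile normalization (0.0530) and equal array medians (0.0622). KRT18 was called lower without siREST replicate 2 (adjusted p = 0.0431) and under 5 other settings (0.0407 to 0.0457). The list call was lost without siREST replicate 2 (adjusted p = 0.0825, the highest of 0.00463 to 0.0825 over the arrays left out), and with a minimum of 400, which leaves out CHGA and SYP, the list leaned lower (adjusted p = 0.926).

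Cell cycle genes leaned lower as a list in camera, a call that was lost with an estimated correlation and with fry. Of 60 kept genes 21 fell and 0 rose, with a median log2 difference of -0.27, and adjusted over the list alone 32 fell and 1 rose. The 21 lower calls became 7 without scramble control replicate 2, 11 without siREST replicate 1 and 7 with no filter. CCNE1 went from 430 ± 16.7 to 182 ± 21.9. CDC20, an activator of the anaphase-promoting complex (-0.83), RRM2 of ribonucleotide reductase (-0.68) and the kinesin KIF20A (-0.60) also fell. The adjusted p was 6.58e-15, with an adjusted p of 0.519 with an estimated correlation. Of 26 ER stress genes 11 fell and 0 rose (13 and 1 adjusted over the list alone), including the chaperone HSPA5 (3089 ± 166 to 2053 ± 94.4), TRIB3 (-0.65), SLC7A11 (-0.52) and MTHFD2 (-0.87), a mitochondrial folate enzyme. The 11 lower calls became 7 without either scramble control array and 7 with no filter. The adjusted p was 2.52e-07, with an adjusted p of 0.357 with an estimated correlation.

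Epidermal differentiation genes went both ways. Of 68 kept genes 8 rose and 15 fell (10 and 20 adjusted over the list alone). The desmosomal cadherin DSC1 (494 ± 142 to 1357 ± 170) and the transcription factor MAF (1.16) rose, and the protease inhibitor PI3 (-1.06) and CRCT1 (-1.20), encoded in the epidermal differentiation complex, fell. The list median was -0.09 and camera called it lower (adjusted p = 0.0113), with an adjusted p of 0.747 with an estimated correlation. Without scramble control replicate 1 the list leaned the other way (adjusted p = 0.960), and without siREST replicate 2 the call was lost (0.0618). The 15 lower calls became 4 without scramble control replicate 1, 9 without siREST replicate 2 and 5 with no filter, and the 8 higher ones 5 without scramble control replicate 2. Over the arrays left out the adjusted p ran from 2.37e-07 to 0.960. The 2 scramble control arrays differed in several of these genes, such as DSC1 at 594.5 and 393.

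Some lists held strong single genes without a call. Among 22 basal keratinocyte genes 7 rose and 1 fell (8 and 2 adjusted over the list alone; camera adjusted p = 0.149). The 7 became 3 without scramble control replicate 1, 4 with no filter and 4 after quantile normalization, and the 1 lower call became 2 without siREST replicate 2. KRT15, a keratin of basal cells, went from 255 ± 17.8 to 1152 ± 48.3 and IGFBP3 from 190 ± 22.1 to 797 ± 34.8, while the integrin ITGA3 fell (-0.64) and DST rose (0.73). Cell junction genes rose in 8 of 30 and fell in 2 (11 and 3 adjusted over the list alone; adjusted p = 0.0980), with DSG1 (0.79) and CLDN1 (0.52) higher and CLDN7 (-0.95) lower. The 8 became 3 without scramble control replicate 2, 5 without siREST replicate 1 and 3 with no filter, and the 2 lower calls became 1 without either replicate 2 and with no filter. That list was called higher without scramble control replicate 1 (adjusted p = 0.00611) and without siREST replicate 2 (0.0360), within a range of 0.00611 to 0.569 over the arrays left out. Of 18 inflammatory genes 3 rose and 3 fell (3 and 3 adjusted over the list alone; adjusted p = 0.300). CXCL14 rose, whereas IL1A (2095 ± 194 to 1044 ± 9.57), IL1B and the iron-binding protein LCN2 (-0.87) fell. The median of this list was -0.06 and its mean 0.04, with a lower direction in camera and a higher one in fry. Over all 42 genes on the array the median was 0.0065, and the 3 higher calls became 1 without any 1 array but siREST replicate 1, and with array medians set equal.

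Notch genes rose in 3 of 20 members (4 rose and 2 fell adjusted over the list alone; adjusted p = 0.827), namely LFNG (0.47), MAML2 (0.44) and NOTCH1 (0.37), and NRARP had a log2 difference of -0.34 that was not called. Without scramble control replicate 2 the list leaned lower (adjusted p = 0.870), and with no filter 0 of its genes were called. LFNG, MAML2 and NOTCH1 each lost the call without 3 of the 4 arrays, the exception being siREST replicate 1 for LFNG, scramble control replicate 2 for MAML2 and scramble control replicate 1 for NOTCH1, with adjusted p up to 0.0839, 0.144 and 0.213. NOTCH1 also lost it after quantile normalization (0.0608), with array medians set equal (0.0589) and at a minimum of 100 (0.0524), and both NOTCH1 (0.0723) and MAML2 (0.0589) after quantile normalization of the kept probe sets only. NRARP was called without siREST replicate 2 (adjusted p = 0.0273), after quantile normalization (0.0437), with array medians set equal (0.0425) and among gene-paired probe sets only (0.0414). Of 19 cholesterol synthesis genes 0 rose and 1, MVD (-0.42), fell, as it did adjusted over the list alone (adjusted p = 0.406 for the list, median 0.03, mean -0.02 and a lower direction in camera). SREBF2 (0.25), INSIG1 (0.24) and FDPS (-0.25) were not called, and MVD lost its call without any 1 array but siREST replicate 2 (adjusted p up to 0.109). Ribosomal protein genes, a comparison list, had 2 of 54 genes lower, RPL10 (-0.42) and RPL30 (-0.33), and 0 adjusted over the list alone (adjusted p = 0.406 for the list; the median was 0.02 and the mean -0.0036). RPS23 (0.26) and RPL36 (-0.24) were not called. RPL30 lost its call without any 1 of the 4 arrays and RPL10 without scramble control replicate 2 or siREST replicate 1 (adjusted p up to 0.115 and 0.111), and the list leaned higher after quantile normalization of the kept probe sets only (adjusted p = 0.820).

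Melanocyte markers had too few kept genes for a test, and camera did not call them at a minimum of 100 (adjusted p = 0.702) or with no filter (0.795). GPNMB, a lysosomal glycoprotein, was the only 1 of 4 called (347 ± 50.6 to 960 ± 53.9, also called adjusted over the list alone). SOX10 (439 and 418), MITF (241 and 246) and RAB38 (1981 and 1849) had similar means in the scramble control and siREST arrays, with adjusted p of 0.680, 0.876 and 0.520. The log2 difference of MITF was 0.03, and negative after quantile normalization (-0.0117), with array medians set equal (-0.0052) and without scramble control replicate 1 (-0.0142).

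A list of genes that the study names, or that the references it cites on migration name, was mostly dim in these proliferating cells. APP and NRP1 come only from the titles of cited references, and the title for APP ties it to more motility, not less. The study's statements on SEMA5A, TGFBR3 and SMAP1, and its overlap of siREST with siGRHL3 genes, concern migrating cells, a state not measured here. The study also describes semaphorin 3A (SEMA3A) as a keratinocyte target of REST. In migrating cells it reports REST binding at GRHL3 targets by ChIP-qPCR, and lists primers for SMAP1, METRNL and DNER. Binding was not measured here. The study may have picked some of the listed genes on siREST arrays, so their count is not independent evidence. Of 10 genes, 8 had a probe set of their own and 3 were kept. APP, the amyloid precursor protein, rose from 2365 ± 1.44 to 3038 ± 81.4 (log2 difference 0.36, limma adjusted p = 0.0218), a call that was lost without any 1 of the 4 arrays (adjusted p from 0.0559 to 0.0948) and with no filter on dim probe sets (0.0960). It was also the 1 call adjusted over the list alone. SMAP1 (525.5 ± 27.7 and 589 ± 32.9, adjusted p = 0.289) and the semaphorin receptor NRP1 (218 ± 8.03 and 246 ± 23.0, adjusted p = 0.305) were not called. Under the minimum, TGFBR3 had means of 78.6 and 199 in scramble control and siREST (log2 difference 1.19, SE 0.105). It missed the minimum narrowly, with siREST values of 200.02 and 198.9. SEMA5A had means of 138 and 200.1 (0.49, SE 0.102) and DNER 138 and 169 (0.26, SE 0.109). The groups did not overlap in TGFBR3, SEMA5A and DNER. SEMA3A leaned lower with overlap, at 93.3 and 80.1 (-0.21, SE 0.182). METRNL was flat, at 106 and 85.1 in the scramble control arrays and 96.7 and 93.2 in the siREST arrays. None of these genes was tested at the minimum of 200. With 3 kept genes the list itself was too small for camera. At a minimum of 100 (6 genes) camera called it higher (adjusted p = 0.00134, 3 genes called higher), and with no filter (8 genes) as well (0.0128). With no filter 2 genes were called higher and 0 lower, and APP was not among them.

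**Figure D2:**
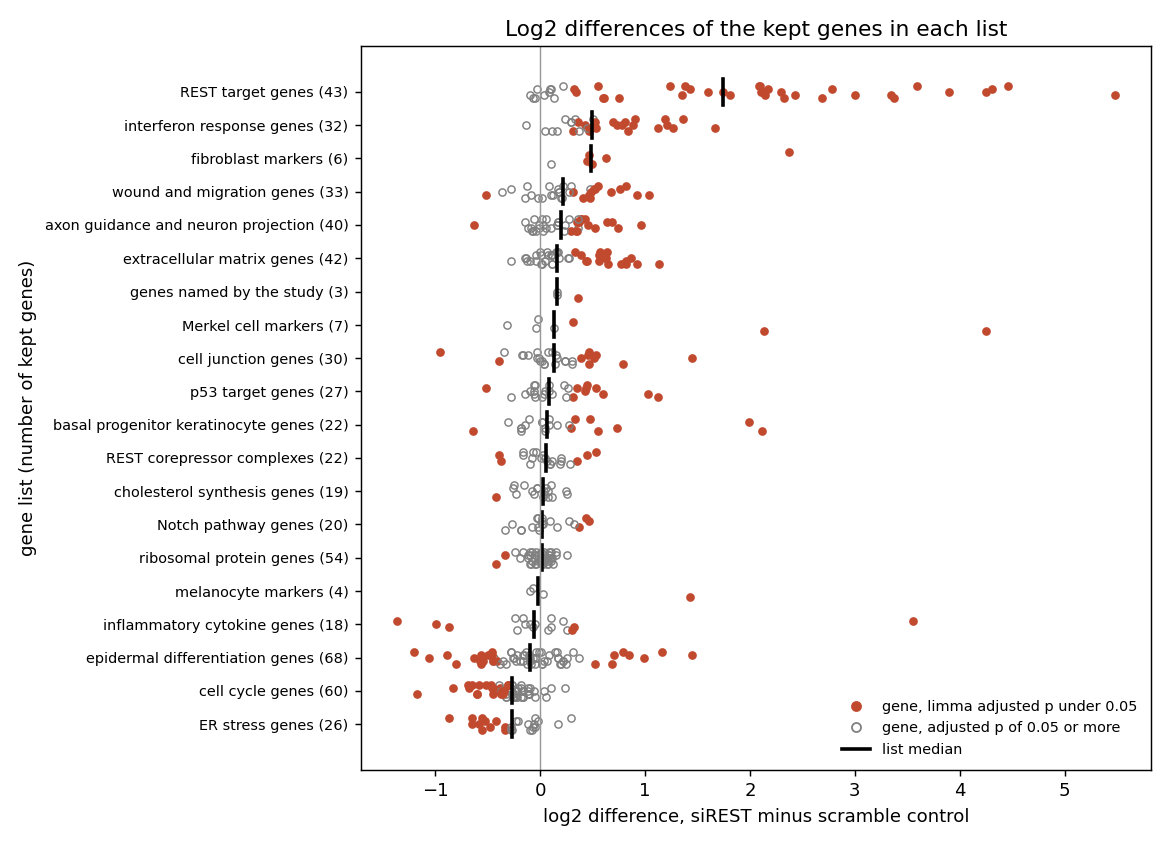
Log2 differences (siREST minus scramble control, on log2(value + 16)) of the kept genes in each of the 20 lists, 1 point per gene, filled where the limma adjusted p was under 0.05, with a bar at the list median. REST target genes have the highest median (1.75) and ER stress and cell cycle genes the lowest (-0.27 for both).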

Values the study reported

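The study described its arrays as holding 26,869 probe sets and treated probes with values below 200 as not expressed.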

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

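The added settings (control probe sets kept in, only probe sets paired with a gene, quantile normalization of the kept probe sets only) were chosen after seeing the data. REST was lower and called under every setting run, with log2 differences from -3.57 to -1.98. Of 548 comparisons of the main results with an alternative, 485 kept their direction and side of the threshold, or their size within the limits used. The cause was not tested for the changes below, except that leaving out an array leaves fewer samples and a stricter filter or threshold fewer probe sets. A group left with 1 array was assumed to vary like the other.

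The 1904 calls (1284 higher, 620 lower) became 1132 (742 and 390) with no filter on dim probe sets, and 127 (111 and 16) at a log2 difference of at least 1. A minimum of 400 gave 847 higher calls, 2517 probe sets at an unadjusted p under 0.05 and 1501 of them higher. At an adjusted p under 0.1 there were 988 lower calls. Without 1 array, calls ranged from 941 to 1282, with 717 to 890 higher and 224 to 420 lower, and unadjusted lower probe sets from 935 to 1404. The share of higher calls was 63.0% at a minimum of 400, 58.4% after quantile normalization, 58.8% when restricted to kept probe sets, 57.9% with array medians set equal, and 64.9% to 76.2% without 1 array.

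Over the kept probe sets, same-numbered arrays deviated together only at a correlation of 0.0663 between the groups. The labels do not say what the numbers mark, so whether some genes share a batch stays open. With the replicate number as a block 1903 probe sets were called, and no list changed its call.

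Of 11 lists called by camera, 0 were called with an estimated correlation. The adjusted p was then 0.225 for REST targets, 0.357 for ER stress, 0.432 for axon guidance, extracellular matrix, interferon and fibroblast genes, 0.519 for the cell cycle, 0.538 for wound, p53 and Merkel genes, and 0.747 for epidermal differentiation. These losses, on 2 residual degrees of freedom, do not show that correlation between genes made the calls. Fry called 6 lists, among them REST targets (adjusted p = 0.00749). It lost axon guidance (adjusted p = 0.0556), epidermal differentiation (0.630), wound (0.102), cell cycle (0.104), interferon (0.0711) and p53 genes (0.101), called basal keratinocyte genes (0.0301), and turned inflammatory genes (0.669). Cell junction genes were called at a minimum of 400 (0.0229) and after quantile normalization of kept probe sets (0.0439). That normalization also turned ribosomal protein genes (0.820). Merkel markers lost their call with no filter (0.176) and a minimum of 100 (0.108), and turned with a mean of at least 200 (0.926) and a minimum of 400 (0.926), which leave out CHGA and SYP.

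Without 1 array the adjusted p ranged from 2.37e-07 to 0.960 for epidermal differentiation (direction turned without scramble control replicate 1), 0.00611 to 0.569 for cell junction, 0.00449 to 0.203 for p53, 0.596 to 0.978 for Notch (turned without scramble control replicate 2) and 0.00463 to 0.0825 for Merkel genes. Of 87 named genes, 13 lost a call without 1 or more of the arrays. MITF, not called, turned to -0.0117 after quantile normalization, -0.0130 when restricted to kept probe sets, -0.0052 with medians set equal, and ranged from -0.0142 to 0.0699 without 1 array. Dim probe sets are limited by the unknown background.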

Other observations

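The tests of Merkel cells, of dim values, of siRNA suppliers, of fibroblasts, of hypoxia genes, of the epidermal differentiation complex and of gene neighbours were chosen only after the results were seen, and those of Merkel cells, dim values and fibroblasts replaced earlier versions whose results were known.

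Genes of the epidermal differentiation complex, the cluster of cornified envelope genes, leaned lower in siREST. Of 43 kept genes 0 rose and 7 fell, including CRCT1 (1195 to 505), LCE3D (1169 to 667), SPRR2E (1778 to 1201) and SPRR3 (1018 to 730), picked here after their values were seen. The median log2 difference was -0.0902 and camera gave an adjusted p of 9.03e-05 over the 2 added lists. With an estimated correlation the adjusted p was 0.253, and 22 of the genes are also in the epidermal differentiation list. The list leaned lower without each of the arrays. The 2 scramble control arrays stood apart in some members, such as CRCT1 (1396 and 995), and were close in others, such as LCE3D (1189 and 1148). The overlapping epidermal differentiation list turned without scramble control replicate 1, to a median of 0.0217 from -0.0949 with all arrays. That the locus responds as a unit is a hypothesis that was not tested. Most members were not called, and some leaned higher, such as LCE1C (log2 difference 0.41) and S100A2 (0.24), neither of them called. Neighbouring SPRR and LCE genes are also near copies whose probes can read each other.

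Genes beside strongly rising genes had a slightly higher mean than random draws. For the 106 genes called with a log2 difference of at least 1, the 114 measured neighbours in RefSeq gene order had a mean log2 difference of 0.155, against 0.0456 in random draws matched on expression (permutation p = 0.0004, one-sided, 10000 draws). Part of this came from 3 adjacent pairs that are both among the 106, NEFL with NEFM (both in the REST target list), IGFL1 with IGFL3, and KCNJ5 with TP53AIP1. The 108 other neighbours had a mean of 0.0772 against 0.0277 (permutation p = 0.0160). A shared local response is a hypothesis that these arrays do not separate from duplicated genes with similar regulation.

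Hypoxia-inducible genes had a median log2 difference of -0.122 over 25 kept genes, 4 lower and 2 higher. VEGFA (1468 to 830) and ERO1A (1723 to 1026) fell and SLC2A1 (2457 to 3648) rose, genes picked here after their values were seen, so the members split. Camera gave an adjusted p of 0.0266, and an adjusted p of 0.253 with an estimated correlation, and the call was lost without scramble control replicate 1 (adjusted p = 0.144), so whether the list changed stays open, although it leaned lower without each of the arrays.

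REST target genes, among them neuronal and neuroendocrine ones, rose as a list in camera. The call was lost with an estimated correlation (adjusted p = 0.225) and kept with fry (adjusted p = 0.00749). For this rise 2 technical explanations were weighed. Merkel cells in the siREST wells would bring their other transcripts, but Merkel markers outside the REST target list had a median log2 difference of 0.0267 (SD 0.19, highest 0.32) over the 14 on the array, against 0.57 for the 68 REST targets on the array, and KRT20, a marker of these cells, stayed dim at 62.4 and 72.3. Inflation of dim values by the small pseudocount was tested with no filter, since a minimum can be met through siREST values alone. Of 29 called REST targets with a dim scramble control, 29 were still called with a pseudocount of 64. That count decides little, since calls over the kept probe sets also did not fall at 64 (1904 to 1958). Of the 29, 25 reached 200 in both siREST arrays, which argues against inflation for those 25 calls. The size of each change still depends on the pseudocount. The rise of the list was a planned test, while relief from repression by REST, the difference the design names, is left as a hypothesis, since each group had 1 reagent.

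The rise of interferon genes did not come from a single siREST array. The lower of the 2 siREST list medians lay 0.339 above the higher scramble control median, more than the gap between the controls. The REST siRNAs and the scramble control came from different suppliers, and each group had 1 reagent. The list median of 0.494 therefore cannot be told apart from a response to the reagent, since no array here holds another REST siRNA. Loss of REST stays open beside it, untested.

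Camera called the kept fibroblast markers and matrix genes higher, and both calls were lost with an estimated correlation (adjusted p = 0.432 for each). With no filter, 4 of 23 fibroblast markers were called higher and 0 lower. Of 64 matrix genes, 15 were then called higher and 1 lower. Fibroblasts in the siREST wells could explain such rises. The median log2 difference of the 23 markers on the array was 0.0746, but their SD of 0.58 exceeds the 0.44 of COL1A1, itself a marker, so this test had almost no room to count against fibroblasts and decides nothing. Means in scramble control and siREST were close for COL1A2 (126 and 131), COL3A1 (108 and 116), COL6A3 (68.02 and 71.1), DCN (48.7 and 47.3) and LUM (15.5 and 15.5), and apart for THY1 (57.4 and 365), FBN1 (43.2 and 136) and COL5A2 (60.5 and 109), genes picked after their values were seen. Fibroblasts and a change within the keratinocytes both stay open.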
